A study of Danio rerio with 6 samples.

How the data were processed

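The series holds bulk RNA-seq of kidneys dissected from adult zebrafish of the EK strain at about 2.5 months of age. In fish the kidney is the adult site of blood formation, so the tissue mixes blood cells and their precursors with renal tubules. Per the labels' protocols, the compared fish were wild type siblings and fish homozygous for the del25 allele of runx1, which encodes a transcription factor of blood development. Each of the 6 libraries was made from a pool of 3 kidneys, with 3 pools per genotype, using a paired-end TruSeq RNA library kit. The genotype and the replicate number of each library were taken from the sample titles. Pools with the same number in the 2 genotypes hold different fish, so the number was used as a block only in an alternative.

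The authors deposited 1 table of estimated counts per library, in which 32266 genes carry Ensembl zebrafish identifiers. Between 12.7% and 14.9% of the nonzero values in a library were not whole numbers, and the column totals differed between libraries, so the values were taken to be expected counts that had not been scaled. The aligner, the counting program, the genome build and the annotation were not stated in the labels or the file headers. Expected counts divide reads between similar genes by a model, so values of closely related or overlapping genes carry an uncertainty that the tables do not show. It was also not stated whether strand was used. The design had assumed whole counts; the expected counts were therefore rounded to whole numbers before any count test, and fits of the unrounded values were added as an alternative.

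Gene symbols came from a table that gave a symbol for 26433 of the 32266 identifiers; many of these symbols follow human nomenclature. Zebrafish names that the table lacked were matched through synonyms in an NCBI RefSeq gene list of assembly GRCz12tu, and only when the match was unique. No coordinates are given because the build behind the counts was not stated. Before the data were examined, 8 marker sets were written down for hematopoietic stem and progenitor cells (HSPC), thrombocytes, erythroid cells, neutrophils, macrophages, B lymphocytes, T and NK lymphocytes, and kidney tubule. They listed 121 genes, of which 92 matched 1 identifier each and 82 passed the expression filter. Only 5 of the 13 thrombocyte genes matched. A further 6 sets were written for oocytes, sperm, liver, muscle, pancreas and interrenal tissue, which lie near the kidney.

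The main comparison was runx1 null against wild type in edgeR 4.0.16 under R 4.3.3. Genes were kept with filterByExpr at a minimum count of 10, which left 18864. Libraries were scaled by TMM. The quasi-likelihood F test used the method that is the default of the installed version, with genotype as the sole term, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested at a threshold of 0.05. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. Values per library are given as CPM, the counts scaled to the TMM library size. runx1 and runx2b did not pass the filter and were added back to the tested genes so that their values could be given. The marker sets were tested with camera from limma 3.58.1 at its preset inter-gene correlation of 0.01, adjusted over the 8 sets of blood and kidney or over the 6 sets of other tissues. A set score is the mean log2 CPM, with a prior count of 2, of the set's tested genes in a library.

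The genes to be named were fixed beforehand as runx1, gata2a, gata2b, runx2a, runx2b, runx3 and cbfb. Up to 5 genes in each direction with the most extreme changes were to be added, from those past the threshold, with a mean log2 CPM of at least 1 and with no overlap between the groups, and up to 3 genes per marker set past the threshold. Since no gene passed in edgeR, the same rule was applied to the DESeq2 calls, and the genes named in that way were chosen after their values were seen. runx2a matched no identifier by unique name and was not analysed here.

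The fits were tested on simulated data first, with each gene drawn independently. With 200 genes changed by 4-fold or 16-fold at the dispersions of the real libraries, 198 of the changed genes passed the filter. Among 18315 simulated genes, edgeR called 101, of which 4.95% were false, and it found 15.3% of the 4-fold and 81% of the 16-fold changes. The DESeq2 test called 241 of 18333 simulated genes, of which 39.8% were false. A set simulated with lower expression ranked 1 of the 8 sets by p-value, and 0 other sets were called.

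Alternatives fixed beforehand were DESeq2 size factors in edgeR, the Wald test of DESeq2 1.42.0 without independent filtering, no filter on low counts, a mean count of at least 50, the replicate number as a block, robust empirical Bayes, TMM factors computed without the 50 genes with the highest total count, and leaving out each library in turn. For counts of genes, adjusted p-values under 0.01 and an absolute log2 fold change of at least 1 were added, and for sets, camera with an estimated correlation and the rotation test fry. DESeq2 gave no adjusted p-value for 144 genes, which were counted as not called. A planned test for linked alleles on the chromosome of runx1 was void, since 70.1% of the tested genes could be given a chromosome by name, under the 80% needed.

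Library totals ran from 16147770 to 30577287 expected counts. Scaled to these totals without the TMM factors, 3 counts, the smallest number treated as detectable, corresponded to 0.0981 to 0.186 CPM. The other CPM values use the TMM library size, so they are not on quite the same scale as these floors. These floors cover counting error alone. No library duplicated another: over the 15 pairs of libraries the chi-square statistic per degree of freedom of the counts was at least 79.4.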

Results

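Kidney RNA was profiled in 3 pools of wild type and 3 pools of runx1 null zebrafish. The wild type libraries held 26902861, 23821733 and 30577287 expected counts, and the runx1 null libraries held 16147770, 27480374 and 26644466. Between 22291 and 24436 genes had a count in a library. The 10 genes with the highest counts took between 31.02% and 41.5% of a library's counts. The highest single gene was si:ch211-5k11.8 (ENSDARG00000079078) in 5 libraries and HBE1 (ENSDARG00000089087) in wild type pool 3. Both belong to gene families whose reads the estimated counts could have divided.

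Pools of one genotype differed from each other about as much as pools of different genotypes did. Across the tested genes, which are not independent replicates, the Pearson correlation of log2 CPM was 0.81 to 0.94 between wild type pools, 0.88 to 0.92 between runx1 null pools and 0.80 to 0.92 between genotypes. The first principal component held 51.5% of the variance and did not separate the genotypes, with scores of -165 to 72.6 in wild type and -34.9 to 81.2 in runx1 null. Wild type pool 1 lay at its lower end. The second component held 21.3%. On it the wild type pools scored between -74.2 and -22.7 and the runx1 null pools between 10.5 and 98.7.

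The level of the mutated gene was examined first. runx1 (ENSDARG00000087646) had counts of 8, 5 and 7 in the wild type libraries and 0, 5 and 5 in the runx1 null libraries, or 0.265 ± 0.105 CPM and 0.118 ± 0.103 CPM (SD, n = 3 each). Its log2 fold change was -1.01 with a standard error of 0.86, and the edgeR adjusted p-value was 0.811, not past the threshold. Every runx1 null pool was below every wild type pool in CPM, at most 0.185 against at least 0.198. The libraries on either side of that gap had 5 counts each, so the gap came from library scaling. At these counts the transcript level could not check the genotype labels of single libraries. Reads over the deleted bases were not analysed here.

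The series title sets runx1 beside gata2 in blood formation, and zebrafish have the paralogs gata2a and gata2b. gata2a (ENSDARG00000059327) was at 10.7 ± 3.62 CPM in wild type and 10.3 ± 4.25 CPM in runx1 null (SD, n = 3), a log2 fold change of -0.06 (SE 0.40, edgeR adjusted p 0.974). gata2b (ENSDARG00000009094) had counts of 1, 5 and 5 in wild type and 27, 56 and 68 in runx1 null. This was 0.133 ± 0.077 CPM against 2.01 ± 0.46 CPM (SD, n = 3), and every runx1 null pool was above every wild type pool. The log2 fold change of gata2b was 3.84 (SE 0.60). After adjustment over all genes tested its edgeR p-value was 0.599, not past the threshold. The alternative that moved its adjusted p-value most was the DESeq2 Wald test, which gave a log2 fold change of 3.86 and an adjusted p-value of 7.34e-05. A 3 against 3 exact permutation test of any single gene, two-sided, cannot give a p-value under 0.1.

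The other members of the RUNX family and their partner did not differ beyond the spread between pools. runx3 (ENSDARG00000052826) had a log2 fold change of -0.27 (SE 0.53, edgeR adjusted p 0.896) and cbfb (ENSDARG00000040917) one of -0.51 (SE 0.33, edgeR adjusted p 0.811). runx2b (ENSDARG00000059233) had no more than 15 counts in any library and a log2 fold change of 0.58 (SE 1.06, edgeR adjusted p 0.886).

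**Figure D1:**
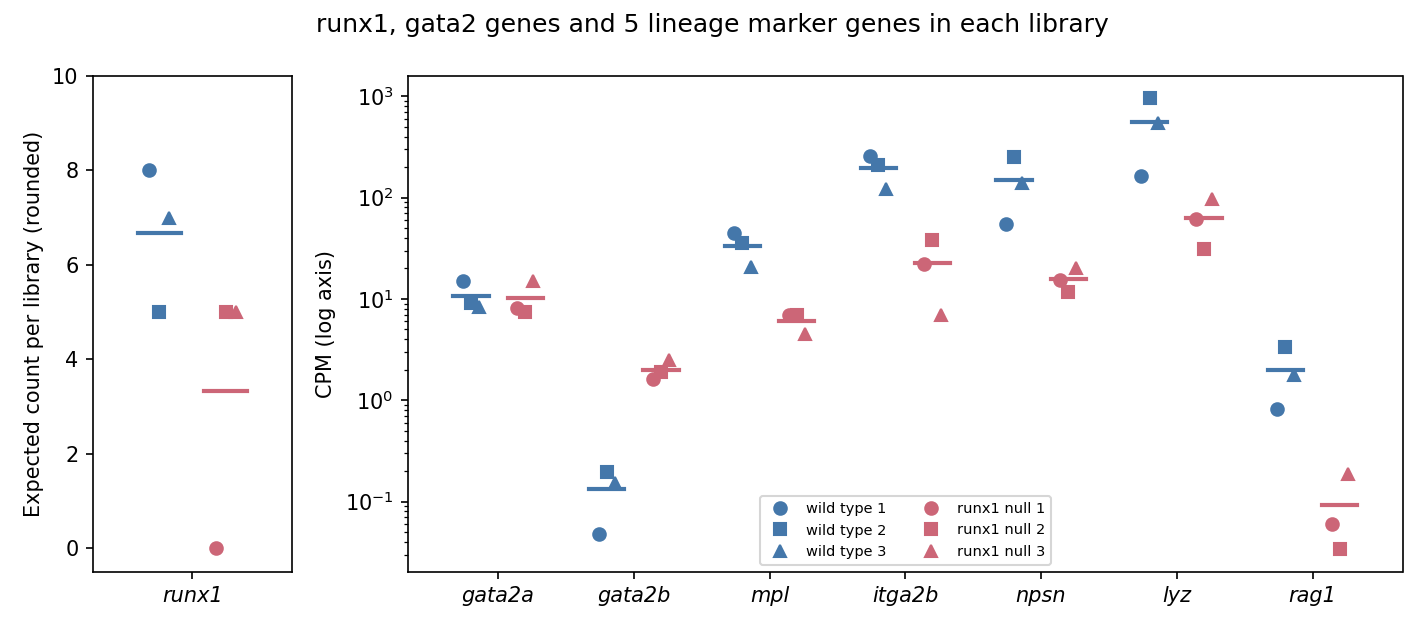
Expected counts of runx1 on a linear axis (left) and CPM of gata2a, gata2b and 5 lineage marker genes on a log axis (right) in each library; points are pools and lines are group means (n = 3). The gata2b values were 0.048 to 0.198 CPM in wild type and 1.62 to 2.52 CPM in runx1 null, and those of mpl were 20.8 to 44.4 and 4.49 to 6.90 CPM.

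Over the whole transcriptome, 0 of 18864 genes passed an adjusted p-value of 0.05 in edgeR, with 0 higher and 0 lower in runx1 null. The smallest adjusted p-value was 0.599. At an unadjusted p-value under 0.05 there were 987 genes, 485 higher and 502 lower. Chance alone would give such a p-value in a share of about 0.05 of the 18864 genes. The pools of the 2 genotypes did not overlap for 2354 genes, or 12.5% of those tested, where chance gives 10%; 1177 of these were higher and 1177 lower. Of the 9 other splits of the libraries into 3 and 3, 3 gave a higher number. The DESeq2 Wald test moved the count most, to 105 genes, 36 higher and 69 lower in runx1 null. All 105 had an unadjusted edgeR p-value under 0.05 in the same direction, and 101 showed no overlap between the genotypes. In simulations in which no gene changed, however, the DESeq2 test called 31 to 59 genes and edgeR 0 to 2, so part of the 105 is of the size that false calls reached. Those simulations drew each gene independently, and with correlated genes the number of false calls can vary more.

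Among the DESeq2 calls with no overlap, the most extreme increases were those of si:dkey-7i4.24 (ENSDARG00000096906), myhc4 (ENSDARG00000035438), pvalb2 (ENSDARG00000002768), SLC26A3 (ENSDARG00000003615) and si:dkey-28g23.6 (ENSDARG00000090708). Their edgeR log2 fold changes were between 3.78 and 5.43, and none passed in edgeR. pvalb2 is one of the muscle markers, most of which did not rise. The increase of si:dkey-7i4.24 was uneven, at 7.72, 346 and 93.6 CPM in the runx1 null pools. SLC26A3 was more even, at 0.277 ± 0.201 CPM in wild type and 4.40 ± 0.42 CPM in runx1 null (SD, n = 3), with an edgeR adjusted p-value of 0.599 and a DESeq2 adjusted p-value of 2.59e-06.

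The most extreme decreases were those of spink2.10 (ENSDARG00000102868), ENTREP2 (ENSDARG00000053380), si:dkey-238d18.7 (ENSDARG00000097307), si:dkey-238d18.8 (ENSDARG00000098026) and spink2.4 (ENSDARG00000100051). ENTREP2 was at 6.84 ± 2.77 CPM in wild type and 0.232 ± 0.154 CPM in runx1 null (SD, n = 3), a log2 fold change of -4.82 (SE 0.64, edgeR adjusted p 0.599; DESeq2 adjusted p 1.45e-09). spink2.10 was at 1.01, 23.7 and 9.06 CPM in the wild type pools and had 0, 0 and 3 counts in the runx1 null pools, at or below the floor of 3 counts. The pairs named spink2 and si:dkey-238d18 carry names of related or neighbouring genes, so the division of reads within each pair is uncertain.

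The 82 tested genes of the marker lists were examined as a family fixed beforehand. Over all genes tested 0 passed in edgeR, with 12 at an unadjusted p-value under 0.05. Adjusted over the list alone, 5 passed, 1 higher and 4 lower, and the alternative that moved this count most, voom with library weights, gave 13. The gene that rose was gata2b, with an edgeR adjusted p-value over the list of 0.0159; in 4 of the 6 fits that each left out one library, no gene rose past the threshold over the list. The 4 that fell were named because they were so few. mpl (ENSDARG00000039222), the thrombopoietin receptor gene, went from 33.6 ± 11.96 to 6.09 ± 1.39 CPM (SD, n = 3; edgeR adjusted p over the list 0.0159). itga2b (ENSDARG00000018687), an integrin gene of thrombocytes, went from 195 ± 69.3 to 22.4 ± 15.6 CPM (SD, n = 3; edgeR adjusted p over the list 0.0350). npsn (ENSDARG00000010423), a neutrophil gene, went from 149 ± 98.9 to 15.8 ± 4.25 CPM (SD, n = 3; edgeR adjusted p over the list 0.0263). rag1 (ENSDARG00000052122), which acts in lymphocyte receptor rearrangement, went from 1.98 ± 1.28 to 0.093 ± 0.081 CPM (SD, n = 3; edgeR adjusted p over the list 0.0328), with 1, 1 and 5 counts in the runx1 null libraries. The neutrophil gene lyz (ENSDARG00000057789) fell from 555 ± 395 to 63.0 ± 32.5 CPM (SD, n = 3) and did not pass over the list, with an edgeR adjusted p-value of 0.0516.

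As sets, 4 of the 8 passed in camera at the preset inter-gene correlation of 0.01. The neutrophil set had a median log2 fold change of -1.34 with 9 of 10 genes lower (limma camera adjusted p 4.73e-09). The thrombocyte set had a median of -1.12 with 5 of 5 genes lower (limma camera adjusted p 2.75e-07), the B lymphocyte set one of -0.83 with 5 of 6 lower (limma camera adjusted p 0.000733), and the macrophage set one of -0.26 with 8 of 12 lower (limma camera adjusted p 0.0477). The B lymphocyte gene that was not lower was ighm, at 113.7 CPM in runx1 null pool 3, the highest of all libraries. In runx1 null pools 1 and 2 ighm was at 2.33 and 0.981 CPM, below every wild type pool. The B lymphocyte score of runx1 null pool 3, 2.07, lay within the wild type range of 1.31 to 3.13. Only runx1 null pools 1 and 2, at 0.406 and 0.261, scored below every wild type pool. The camera p-values of the 4 sets depended on the preset of 0.01. The correlation estimated from the libraries was 0.55 for the neutrophil, 0.63 for the thrombocyte, 0.605 for the B lymphocyte and 0.376 for the macrophage set. With the estimated values none of the 8 sets passed, and the smallest limma camera adjusted p-value was 0.227. Before adjustment the limma camera p-value with the estimated correlation was 0.0427 for the thrombocyte set and 0.0568 for the neutrophil set. The scores of these 2 sets did not overlap between the genotypes. Those of the neutrophil set were 3.86 to 5.50 in wild type and 3.12 to 3.72 in runx1 null pools. The scores of the HSPC set, which includes gata2b, also did not overlap, at 3.31 to 3.66 in wild type and 3.76 to 3.92 in runx1 null pools. Of its 12 genes, 6 were lower. The log2 fold change was 3.84 for gata2b, and the next largest rise was 0.89, for hhex. The shift of the HSPC score thus rests mainly on gata2b and does not show a rise of the set.

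The remaining 4 sets did not pass at either correlation. Their median log2 fold changes were 0.09 for the HSPC set (limma camera adjusted p 0.168), -0.44 for the erythroid set (0.139), 0.21 for the T and NK lymphocyte set (0.288) and 0.08 for the kidney tubule set (0.0982). Under some alternatives the HSPC, erythroid and kidney tubule medians changed sign.

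The libraries also differed in transcripts of tissues beside the kidney. The oocyte score ranged from -1.83 to 5.71 in wild type pools and from -1.92 to 3.33 in runx1 null pools. The liver score ranged from 2.78 to 9.82 and from 6.12 to 10.5, and the interrenal score from -0.68 to 5.05 and from -1.14 to 6.78. The pancreas score was 5.52 in runx1 null pool 3 and at most 0.980 in the other 5 libraries. The labels give no batch, sex or dissection record against which these scores could be set.

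**Figure D2:**
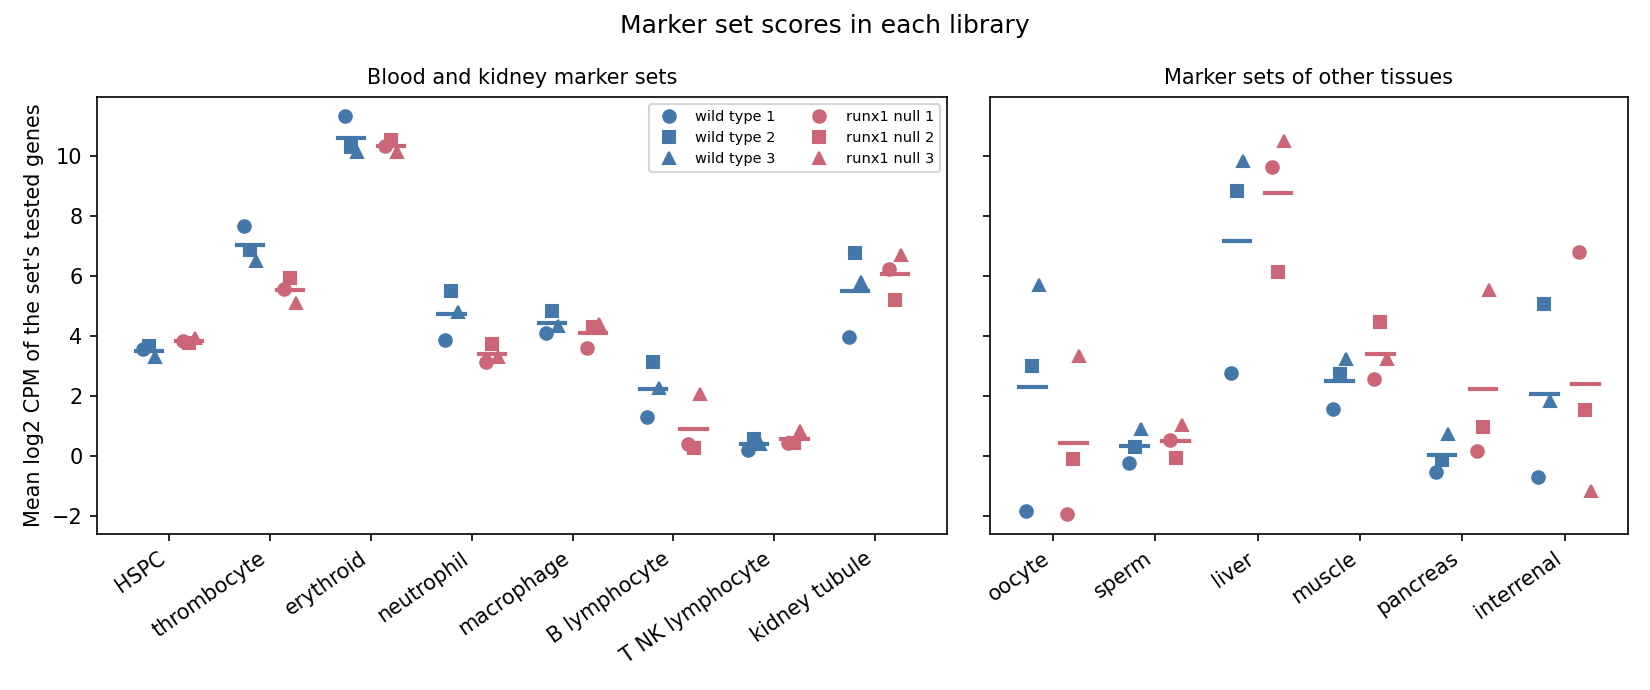
Set scores (mean log2 CPM of the tested genes of each marker set) in each library for 8 blood and kidney sets (left) and 6 sets of other tissues (right); points are pools and lines are group means (n = 3). Thrombocyte scores were 6.51 to 7.66 in wild type and 5.10 to 5.94 in runx1 null, while oocyte, liver and interrenal scores spread more widely within a genotype than between the genotype means.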

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

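The count of genes past the threshold was 0 in 16 of its 17 refits, with 987 genes at an unadjusted p-value under 0.05 in the main comparison and 612 to 2634 in the edgeR and voom alternatives. The exception was the DESeq2 Wald test, which called 105 genes, 36 higher and 69 lower, and 6 genes of the marker lists. The 2 stricter thresholds applied to the main comparison could only give 0. In simulations without any change the DESeq2 test called a median of 45 genes. False calls could thus make up part of the 105 if the simulated dispersions hold. The simulated genes were independent, so with correlated genes the part could be larger. Unrounded counts, the newer quasi-likelihood method, voom with library weights, the other-tissue scores as covariates and the return of filtered regulators to the tested genes were chosen after seeing the data.

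Adjusted over the marker lists alone, the count of 5 genes became 1 at a mean count of at least 50, a filter that removed gata2b and rag1, and 13 in voom with library weights; other causes were not tested. It ran from 0 to 12 across the 6 fits that each left out one library, with the highest count when wild type pool 1 was left out. That pool had the lowest TMM factor, 0.771, and the lowest voom weight, 0.210.

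The log2 fold change of gata2b was positive in all 21 alternatives that gave it, from 3.37 to 4.22. It passed in the DESeq2 Wald test at 3.86 and in no other, with adjusted p-values from 7.34e-05 to 0.997. Over the list alone it did not pass in 4 of the 6 fits that left out one library. runx1 stayed negative and short of the threshold in its 17 alternatives, from -1.61 to -0.56. Changes near 0 lost their sign: gata2a was 0.072 with voom weights and ran from -0.45 to 0.24 across the 6 fits that left out one library, runx2b was -0.14 with voom weights and ran from -1.63 to 1.06, and runx3 ran from -0.56 to 0.10. For the 18 named genes other than runx1, gata2a and gata2b, 287 of 305 alternatives kept direction and side of the threshold, 15 passed it, each in DESeq2, and 3 changed sign, as given above for runx2b and runx3.

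The set calls turned on how the correlation of a set's genes was treated. With the correlation estimated, and in fry, the thrombocyte (-1.12), neutrophil (-1.34), B lymphocyte (-0.83) and macrophage (-0.26) medians are the same by construction, and none of the 4 sets passed. Their adjusted p-values were 0.227 to 0.564 with the estimated correlation and 0.249 to 0.423 in fry. At the preset correlation the thrombocyte and neutrophil sets passed in their other alternatives, and the B lymphocyte set in all that left it at least 5 genes. Without the filter on low counts the B lymphocyte set held 12 genes, 11 of them lower. Its median there was -2.05 (limma camera adjusted p 1.11e-09), and the genes so added were at most at 1.82 CPM in any library. The sizes moved across the fits that left out one library. The thrombocyte medians ran from -1.46 to -0.32, with the smallest shift without wild type pool 1. The neutrophil medians ran from -1.71 to -0.81 and the B lymphocyte medians from -2.99 to -0.46. The B lymphocyte fits tested 6 to 9 genes, so that range mixes the filter with the library left out. With voom weights, which give wild type pool 1 the lowest weight, the thrombocyte median was -0.44. The macrophage set also failed in DESeq2 (-0.28) and with the oocyte covariate (-0.14), and its median ran from -0.74 to -0.010 across the fits that left out one library, with failures without wild type pool 2 and without runx1 null pool 1.

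The HSPC median was -0.33 at a mean count of at least 50, where 8 of its 12 genes were left. With the oocyte covariate the erythroid median of -0.53 and the kidney tubule median of 0.68 passed; with voom weights they were 0.037 and -0.27. Across the fits that left out one library they ran from -0.61 to 0.19 and from -0.31 to 0.70. The erythroid set passed without wild type pool 2 or pool 3, and the kidney tubule set without wild type pool 2 or runx1 null pool 2. Both sets reversed without wild type pool 1, whose erythroid score was 11.3 against 10.1 to 10.5 in the other libraries and whose kidney tubule score was 3.95 against 5.21 to 6.77. The kidney tubule set also reversed without runx1 null pool 1 or pool 3; the cause of this was not tested.

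Same-numbered pools hold different fish, and the mean correlation of their deviations from the group means was 0.062. The values for pools 1, 2 and 3 were 0.094, -0.364 and 0.456, so the mean hides a wide spread. With the replicate block 0 genes passed, 900 had an unadjusted p-value under 0.05, 3 list genes passed over the list alone, and the kidney tubule median of 0.35 passed.

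At a mean count of at least 50 the B lymphocyte set had 4 genes and the T and NK lymphocyte set 3, under the minimum of 5 set beforehand. Their medians there were -0.47 and -0.22, neither passed, and the second has the opposite sign to the main comparison. Robust empirical Bayes and the newer quasi-likelihood method do not enter the set tests. The test on the chromosome of runx1 and its alternatives were not run, since 70.1% of tested genes had a chromosome and no gene passed. The low counts of runx1, at most 8 in a library, limit what can be said of its level.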

Other observations

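The tests of other-tissue sets, of library totals and of the most abundant genes, and the count over splits for edgeR, were written down before the data were examined; the other tests in this part were chosen after the results were seen.

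The 6 libraries can be parted into 3 and 3 in 10 ways, and 4 of these part all same-numbered pairs, so no share under 0.05 can be reached. Among those 4 splits, 2 gave at least the 987 genes at an unadjusted edgeR p-value under 0.05 that the genotypes gave, and 1, the genotype split itself, gave as many as 105 DESeq2 calls. For the marker lists adjusted alone, 1 of the 4 gave as many as 5 genes, again the genotype split; the other 9 of all 10 splits gave 0. In camera, 1 of the 4 splits gave as small a p-value for the HSPC, thrombocyte, neutrophil, B lymphocyte and T and NK lymphocyte sets, 2 for the macrophage set, 3 for the kidney tubule set and 4 for the erythroid set. Over all 10 splits the number was 1 for the HSPC, thrombocyte, neutrophil and B lymphocyte sets, 2 for the T and NK lymphocyte set, 5 for the macrophage set, 7 for the kidney tubule set and 9 for the erythroid set. The remaining 6 splits part only 1 same-numbered pair each. Of all 10 splits, 4 gave at least 987 genes at an unadjusted edgeR p-value under 0.05, 4 gave at least 2354 genes without overlap and 2 gave at least 105 DESeq2 calls.

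A split that ignores genotype gave the most DESeq2 calls. Wild type pool 1 and runx1 null pools 1 and 2 against the other 3 libraries gave 464 calls, of which 1 was also among the 105. This split follows the oocyte score, which was -1.83, -1.92 and -0.09 in the first 3 libraries and 3.00, 5.71 and 3.33 in the others, and 7 of the 10 oocyte markers tested were among its calls. Ovary carried over in dissection is a candidate explanation of those calls. Sex of the pooled fish was not in the labels.

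For the low number of genes past the threshold, several technical sources were examined beside low power. In the simulation at the dispersions of the real libraries, edgeR found only 15.3% of the 4-fold changes. Low power at 3 pools per genotype could thus give few calls without any of the sources below. The widest range of a set score within a genotype, in log2 CPM, was 7.55 for oocyte, 7.04 for liver, 7.92 for interrenal, 5.35 for pancreas, 1.92 for muscle and 1.13 for sperm markers. The first 4 ranges exceed 2, so RNA of these 4 tissues may add to the spread between pools; the muscle and sperm ranges do not exceed 2. Between genotypes, camera at the preset correlation passed the oocyte set (10 of 10 genes lower in runx1 null, median log2 fold change -2.42, limma camera adjusted p 0.00309), the liver set (3 of 12 lower, 1.74, limma camera adjusted p 0.0259), the pancreas set (0 of 6 lower, 4.09, limma camera adjusted p 0.000825) and the muscle set (limma camera adjusted p 0.0259). The muscle set thus met the camera criterion, but its genes had no common direction, with 4 of 7 lower and a median of -0.18. Its pvalb1 and pvalb2 rose, by 3.57 and 4.35 on the log2 scale, and the other 5 had a median of -0.23. The creatine kinase gene ckma was at 20.9 and 23.8 CPM in runx1 null pools 1 and 3, below wild type pools 2 and 3. Wild type pool 1 was at 21.4 CPM. pvalb2 was higher in those runx1 null pools than in any wild type pool. Across wild type pools, however, ckma ran from 21.4 to 82.6 CPM while pvalb2 was at most 1.09 CPM. Against that background of ckma a small amount of muscle RNA might not show. Carried-over muscle was thus not excluded as the source of the higher pvalb2 in runx1 null pools 1 and 3. In runx1 null pool 2 both ckma, at 108.9 CPM, and pvalb2, at 25.4 CPM, were the highest of the 6 libraries, so muscle was not excluded there either. The genes were compared after their values were seen. The source of the higher myhc4 was not tested apart from this. The totals of 2 of the 3 runx1 null libraries lay within the range of the wild type totals, and that of runx1 null pool 1 was the lowest of all 6, so library size was not excluded as a limit on the calls. With scaling factors computed without the 50 most abundant genes, 987 genes had an unadjusted p-value under 0.05, 460 higher and 527 lower, against 485 and 502 with all genes. TMM trims extreme genes in any case, so this comparison leaves open whether the few genes that take most of the counts matter. The pancreas score was raised mainly in runx1 null pool 3, so at the preset correlation a set can pass on 1 pool.

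The 105 DESeq2 calls exceed the highest number called in 10 simulations without any change, which was 59. The simulations drew each gene independently, whereas genes of a marker set were correlated in the libraries, by up to 0.863 in the kidney tubule set. With correlated genes the number of false calls can vary more than simulated. The excess over 59 thus does not exclude false calls for any part of the 105. Among the 9 other splits, at most 4 of the 105 genes were called in any 1 split. Each of these splits mixes the genotypes, and 101 of the 105 genes showed no overlap between the genotypes. Such genes could hardly be called in a mixed split, so this count decides nothing. What sets the 105 calls apart was not tested further.

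Higher gata2b in runx1 null pools was compared with the scores of other tissues, entered 1 at a time as a covariate. Against a log2 fold change of 3.84 (SE 0.60) without a covariate, it was 3.79 with the sperm, 3.74 with the liver, 3.62 with the muscle, 3.56 with the pancreas and 3.85 with the interrenal score, all within 1 standard error. These fits decide little. The sperm and interrenal scores differed by 0.18 and 0.32 in the mean, so their fits could have moved the change only slightly. The muscle and liver scores differed by 0.91 and 1.59, and the pancreas score by more. Each of the 5 scores overlapped between the genotypes. Interrenal scores were 1.53 and -1.14 in runx1 null pools 2 and 3, below the 5.05 and 1.83 of wild type pools 2 and 3. These values go against interrenal RNA as the source in runx1 null pools 2 and 3. In runx1 null pool 1 the interrenal score was the highest, 6.78. The oocyte score was lower in runx1 null, so its fit, at 4.22, could not have shown oocyte RNA as the source. gata2b was higher in 3 of 3 runx1 null pools than in any wild type pool. It passed over the list fixed beforehand (edgeR adjusted p over the list 0.0159), not over all genes tested, and not over the list in 4 of the 6 fits that left out one library. RNA of other cells that express gata2b was not tested, so the rise cannot be told apart from that explanation.

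Lower thrombocyte markers were compared with erythroid markers, since a smaller share of blood in the tissue would lower both. The thrombocyte score minus the erythroid score was -3.64, -3.43 and -3.62 in wild type and -4.78, -4.60 and -5.04 in runx1 null pools. The group difference was -1.24 on the log2 scale, lower in 3 of 3 pools (exact permutation test, two-sided p 0.1, the smallest that 3 against 3 can give). Less blood in the dissected tissue would have left this difference near 0. Its SD in wild type was 0.116, against 0.589 for the thrombocyte score alone. Within the set, itga2b and mpl minus the erythroid score differed by -2.64, and gp1bb, gp9 and nfe2 by -0.31. Fewer thrombocytes would be expected to lower all 5 markers alike only if no other cells in the tissue expressed them. Expression of the 5 genes in other cells was not tested. A change in other cells that express some of them, or in what the thrombocytes express, could give such values. The genes were also parted after their values were seen, so the comparison decides nothing. The 8 within-library count ratios of lineage genes were also formed afterwards. In each, such as itga2b to gp9 (0.758 ± 0.136 against 0.116 ± 0.062, SD, n = 3), every runx1 null pool was below every wild type pool. Their numerators were itga2b, mpl, lyz and npsn, which had already been seen to fall without overlap. The ratios thus largely restate that fall.

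For the neutrophil set the same comparison was less clear. Its score minus the erythroid score differed by -1.09 between the genotypes, but wild type pool 1, at -7.44, lay below all runx1 null pools, which were between -7.22 and -6.81 (exact permutation test, two-sided p 0.4). In wild type pools 2 and 3 the neutrophil score minus the erythroid score was -4.80 and -5.34, above every runx1 null pool. Without wild type pool 1 the median log2 fold change was -1.70 for the neutrophil set and 0.19 for the erythroid set. Less blood in the tissue would have lowered both, so for the other pools these values argue against it. With wild type pool 1 included the comparison stayed open, since the state of that pool could not be excluded. Against the macrophage score the neutrophil score was lower in 3 of 3 runx1 null pools, by -1.02 in the mean.

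An unplanned pattern concerned vitellogenins, yolk protein genes that the liver of egg-producing females expresses. In the liver set, the mean log2 CPM of vtg1, vtg2 and vtg5 minus that of the other 9 liver markers was 3.91, 1.21 and 3.94 in wild type pools and -2.77, -1.63 and -1.20 in runx1 null pools. The group difference was -4.89 (exact permutation test, two-sided p 0.1, the smallest possible). The vitellogenins alone differed by -2.07 (exact permutation test, two-sided p 0.4) and the other liver markers by 2.82 (exact permutation test, two-sided p 0.5), both with overlap. Whether the amount of liver carried over accounts for it was not settled. Between the libraries with most and least liver RNA of a genotype the score changed by 0.032 in wild type and 0.424 in runx1 null, although liver RNA itself changed by 7.03 and 4.25. Wild type pool 2, however, scored 1.21 at a liver level of 8.53, close to the 8.84 of pool 3, which scored 3.94. Likewise runx1 null pool 1 scored -2.77 at a liver level of 10.3, close to the 10.8 of pool 3, which scored -1.20. The score thus also varied within each genotype. Pools of runx1 null fish with fewer females, or with females that had matured less by 2.5 months, are a candidate explanation that remains untested, as is a difference in the liver itself. The oocyte score bears on it without settling it, with a group difference of -1.85, all 10 genes of the set lower as given above, and overlapping pools (exact permutation test, two-sided p 0.6). The number of females in a pool and the amount of ovary carried over could not be separated. If the sex or maturity of the fish differed between the genotypes, other differences between these pools may reflect that as well as runx1, and the 2 could not be told apart here.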
